A study of Mus musculus with 2 samples. Its data were reported in "miR-33 deletion in hepatocytes attenuates MASLD-MASH-HCC progression" (2024).

How the data were processed

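Gene expression was measured in single-cell suspensions of mouse liver by droplet-based RNA sequencing with 10x Genomics 3' chemistry. In this assay each droplet adds its own barcode to the polyadenylated RNA it captures, and each captured molecule gets a unique molecular identifier (UMI). There were 2 libraries, 1 from wild-type littermates (WT) and 1 from mice without miR-33 in hepatocytes (HKO), which the labels give as an albumin-Cre genotype. Each library came from a pool of 3 livers, taken after 6 months of CD-HFD, a high-fat feed without choline that was started at 8 weeks of age. Per the labels, hepatocytes and sorted non-parenchymal cells were isolated separately and mixed in equal numbers before loading. With 1 library per genotype there were no replicates. No test between genotypes was made, and no p-value or standard error was computed.

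The values deposited by the authors were UMI counts per gene and barcode, made with Cell Ranger 7.1.0 according to the header of the matrix. They were whole numbers without normalization. The header and the labels did not give the genome build, the annotation or the options of the counting step, and the supplemental methods of the study were not available here. By default this version also counts UMIs from introns. Both libraries listed the same 32285 mouse genes, each with an Ensembl identifier and a symbol. The deposited tables held 30078 barcodes for WT and 20000 for HKO. How these barcodes were chosen was not known from the material available here.

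Barcodes with at least 500 UMIs, at least 300 detected genes and at most 50% of UMIs from mitochondrially encoded genes were kept. Doublet scores were computed per library with Scrublet as included in scanpy 1.11.5. Its automatic threshold marked 0 barcodes in either library, so the rule set for that case was used. It left out the top-scoring 0.8% per 1000 barcodes, which was 7019 WT barcodes (23.7%) and 2664 HKO barcodes (14.6%). Of these, 142 and 51 had at least 5000 UMIs. With doublets kept, the barcodes of free RNA depth (defined below) numbered 27130 in WT and 12663 in HKO, against 20260 and 10419 without, so the rule left out mainly droplets of that depth. The counts of the remaining 22601 WT and 15583 HKO barcodes were scaled to 10000 per barcode and log-transformed. The 2000 most variable genes and 30 principal components were used for a graph of 15 neighbours and Leiden clustering at resolution 1.0, over both libraries together and without integration (igraph 0.11.9, scikit-learn 1.9.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19). Clusters were named from 13 fixed marker lists. A marker counted for a cluster when it was detected in at least 10% of the barcodes and was at least 2-fold above the rest, and a class needed at least 3 markers. Clusters with non-hepatocyte markers were pooled and clustered once more. A sub-cluster with markers of 2 classes was called mixed.

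Hepatocyte transcripts were present in every cluster, so hepatocyte markers did not separate cells from droplets that held free RNA. After the depths had been seen, a depth rule was therefore added. Barcodes without non-hepatocyte markers were called hepatocyte-like when they had at least 2 times the commonest depth of their own library, which was at least 5140 UMIs in WT and at least 1626 in HKO. The others were called barcodes of free RNA depth. In HKO the commonest depth of 813 UMIs lay close to the lowest depth in the deposited table, 770 UMIs, so this minimum depends on where that table ends. The minimum also differed between the libraries. No minimum and at least 5000 UMIs in both libraries were tried as alternatives. The latter raised the minimum in HKO only, since the 1932 WT barcodes already had at least 5140 UMIs and none were added.

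For each class, UMIs were summed over its barcodes in each library and divided by the class total, then scaled to 1000000 (CPM). Ratios are HKO over WT, with an exact interval conditional on the summed count of both libraries. CPM values have exact Poisson intervals and shares have exact Clopper-Pearson intervals. Intervals of ratios, CPM and shares are at 95% and cover counting error only. Intervals of medians are also at 95%, but come from order statistics and reflect the spread across genes or barcodes. For the shortest gene lists they are the full range of the list and cover less than 95%. No interval covers differences between animals, pools or preparations. A ratio against a count of 0 was computed against 3 counts. In hepatocyte-like barcodes, genes with a mean CPM of at least 10 were analysed. In the other classes, genes with at least 10 counts over both libraries were analysed. For each of 25 gene lists, 21 of them for hepatocyte-like barcodes, the median log2 ratio was computed with an interval from its order statistics. Each median was also ranked among those of 10000 random lists of the same size, in which each member was drawn from the 100 genes nearest in mean expression. This percentile describes the list and is not a test, because genes in 1 pair of libraries are not independent replicates.

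Seed matches of miR-33-5p were sought in annotated 3'UTRs of GENCODE M21 on GRCm38: the 8mer CAATGCAA, the 7mer-m8 CAATGCA and the 7mer-A1 AATGCAA. Of the 32285 genes, 32158 matched the annotation by Ensembl identifier, 20869 had a 3'UTR and 3130 had a match. The same difference was computed for 100 control 7mers made by permuting the seed match. Coordinates are those of the same annotation.

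The gene lists, the markers, the filters, the clustering settings, the 2-fold threshold and the rule for naming genes were fixed before the data were examined. By that rule the text names genes of the fixed lists. It also names the 5 highest and 5 lowest ratios in hepatocyte-like barcodes among genes with a mean CPM of at least 50. In every other class with at least 50 barcodes in each library, it names the 2 highest and 2 lowest ratios among genes with at least 50 counts, leaving out genes whose CPM in hepatocyte-like barcodes was over 5 times that of the class. Among the genes of the fixed lists, those given with single values were chosen after their values had been seen, except for the bona fide targets of miR-33.

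The alternatives were a minimum of 1000 UMIs, at most 25% mitochondrial UMIs, doublets kept, and Leiden resolutions of 0.5 and 2.0. Scaling was also done without mitochondrially encoded genes and with TMM factors from edgeR 4.0.16 in R 4.3.3, which were 0.986 for WT and 1.01 for HKO. Barcodes were thinned to 1000 UMIs, or weighted equally by averaging their shares. Expression minimums of 1 and 50 CPM and of 30 counts were tried. The hepatocyte-like profile was subtracted from the other classes until Alb reached 0. Seed sites were restricted to the 8mer and 7mer-m8, or matched on 3'UTR length. A free RNA profile and the minimum of 5000 UMIs were among the alternatives added after the data had been seen. The count-based steps were tested on simulated data, with genes of known ratio drawn at the depth of the class. There 182 of 200 changed genes were called at least 2-fold in the right direction, the other 18 fell under the CPM minimum, and 0 of 6828 unchanged genes were called. The simulated class totals held Poisson counting error only, with no free RNA and no variation between barcodes, animals or preparations. The changed genes were given ratios beyond the 2-fold threshold. These counts therefore check the steps and are not error rates for the real data. A list of 25 genes given a log2 ratio of −0.78 came out at −0.77. Figures were drawn with matplotlib 3.10.9.

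The barcode names were not used. Where a symbol was listed more than once, the first gene was taken in lookups by name, which passed over 40 entries. Analyses of communication between cells, of pathways and of cell trajectories, and the study's other assays were not analysed here.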

Results

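The data comprised 2 single-cell RNA-seq libraries of mouse liver, 1 from WT mice and 1 from HKO mice, which lack miR-33 in hepatocytes. Each was made from a pool of 3 livers after 6 months of CD-HFD, a diet that induces steatohepatitis. The study used this assay to ask which liver cell populations change when miR-33 is removed from hepatocytes in advanced disease. The WT library held 130451427 UMIs in 30078 barcodes, and the HKO library held 52563185 UMIs in 20000 barcodes. UMIs were detected from 22806 genes in WT and 22383 genes in HKO. There were no replicates, so no difference between the genotypes could be set against a spread between animals. Intervals of ratios, CPM and shares below are at 95% and cover counting error only. Those of medians reflect the spread across genes or barcodes, and for the shortest gene lists they are the full range. No interval covers differences between animals.

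The first comparison asked whether the deletion itself was visible. The gene for miR-33, Mir33, lies on chromosome 15 at 82198122 to 82198190 (GRCm38). It lies inside an intron of its host gene Srebf2 (chromosome 15, 82147181 to 82205379), which is intron 16, 17 or 3 depending on the transcript. Mir33 was not among the listed genes, so the deletion could not be read from these counts. The host gene is given instead, and its values do not show whether Mir33 was deleted. Srebf2 (ENSMUSG00000022463) had 2901 UMIs in the WT library and 1100 in the HKO library, or 22.2 CPM (21.4 to 23.1) and 20.9 CPM (19.7 to 22.2). In hepatocyte-like barcodes it had 1223 and 526 UMIs, or 24.8 and 19.8 CPM, a ratio of 0.798 (0.719 to 0.884). The ratio was 0.983 (0.843 to 1.14) in barcodes of free RNA depth and 1.08 (0.711 to 1.66) in T and NK-like barcodes. In endothelial-like barcodes it was 0.163 (0.0308 to 0.559), from 18 WT and 3 HKO UMIs.

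Depth per barcode differed between the libraries. The median was 2658 UMIs and 1210 genes per barcode in WT, and 1130 UMIs and 530 genes in HKO. The least deep barcode held 500 UMIs in WT and 770 in HKO. In WT, 76.9% of the barcodes lay within 25% of the commonest depth of 2570 UMIs. In HKO, 43.1% lay within 25% of the commonest depth of 813 UMIs, which was close to the lowest depth in that table. Barcodes with at least 5000 UMIs numbered 2827 in WT (9.40%) and 2440 in HKO (12.2%), and they carried 45.3% and 52.6% of all UMIs. The filters removed 458 WT barcodes, all for their mitochondrial share. In HKO, 163 barcodes had too few genes and 1740 had too high a mitochondrial share, some of them both, and 18247 were kept. After doublets were left out, 22601 WT barcodes had a median of 2623 UMIs (2616 to 2630) and 1201 genes. The 15583 HKO barcodes had a median of 1094 UMIs (1080 to 1107) and 553 genes. The alternative that moved the HKO medians most was the minimum of 1000 UMIs, which gave 1735 UMIs. The WT medians moved most with every deposited barcode, to 2658 UMIs.

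**Figure D1:**
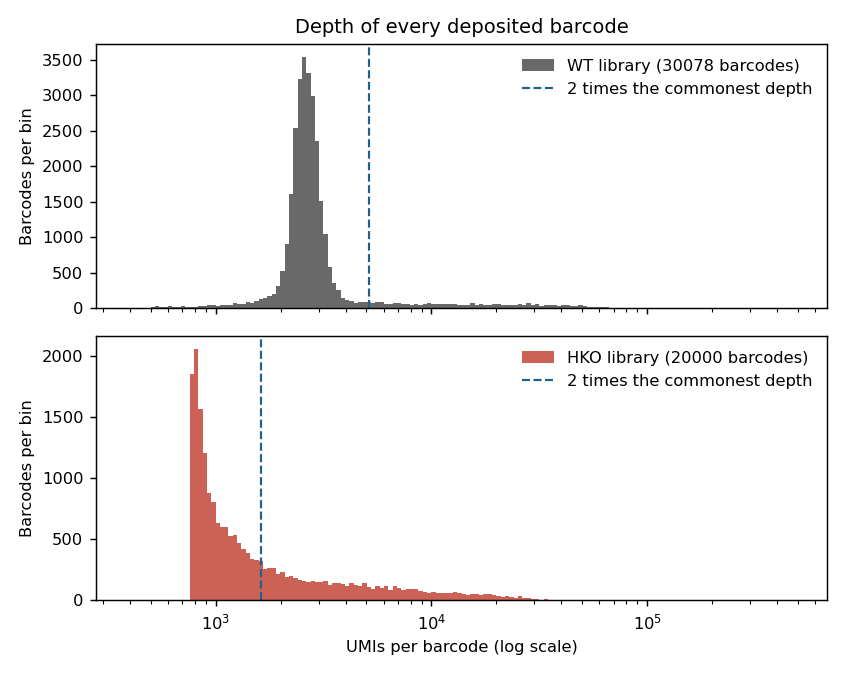
Number of deposited barcodes (vertical axis) by UMIs per barcode (horizontal axis, log scale) in the WT library (top, 30078 barcodes) and the HKO library (bottom, 20000 barcodes), with a dashed line at 2 times the commonest depth. Most WT barcodes formed a narrow band around 2570 UMIs, whereas HKO barcodes formed no such band and were commonest near 813 UMIs, where their range begins.

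The next comparison concerned the makeup of the libraries. Parenchymal and non-parenchymal cells had been mixed in set proportions, so these shares do not estimate the makeup of the tissue. Barcodes of free RNA depth made up 89.6% (89.2 to 90.04) of the kept WT barcodes and 66.9% (66.1 to 67.6) of the kept HKO barcodes. Hepatocyte-like barcodes numbered 1932 in WT (8.55%, 8.19 to 8.92) and 3766 in HKO (24.2%, 23.5 to 24.8), a ratio of shares of 2.83 (2.68 to 2.99). Their median depth was 20161 UMIs in WT and 4183 UMIs in HKO, with 4014 and 1500 genes. T and NK-like barcodes numbered 203 in WT (0.898%) and 691 in HKO (4.43%), a ratio of 4.94 (4.22 to 5.80). Endothelial-like barcodes numbered 69 and 137, a ratio of 2.88 (2.14 to 3.90). B and plasma-like barcodes numbered 33 and 167, with a ratio of 7.34 (5.03 to 11.01). Monocyte and dendritic-like barcodes numbered 39 and 112, with a ratio of 4.17 (2.87 to 6.16). The remaining classes were small. There were 17 WT and 91 HKO macrophage-like barcodes, 24 and 93 with mixed macrophage and stellate markers, 8 and 32 with mixed endothelial and stellate markers, 7 and 24 cholangiocyte-like, 5 and 30 neutrophil-like, and 4 and 21 stellate-like barcodes.

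These ratios rested on the denominator. Barcodes of free RNA depth were then left out of the total, an alternative that was added after the data had been seen. Hepatocyte-like barcodes became 82.5% of the WT and 72.9% of the HKO barcodes, and their ratio reversed to 0.884. The endothelial-like ratio became 0.900 (0.669 to 1.22), with an interval that includes 1. The ratio of T and NK-like barcodes fell to 1.54 and that of macrophage-like barcodes fell to 2.43. The numbers of hepatocyte-like barcodes also rested on the unequal depth minimums (5140 UMIs in WT and 1626 in HKO). When at least 5000 UMIs were required in both libraries, also a later choice, 1932 WT and 1667 HKO barcodes remained.

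The central comparison asked how hepatocyte expression differed between the genotypes. Among 7106 genes with a mean CPM of at least 10 in hepatocyte-like barcodes, 31 were at least 2-fold higher and 67 at least 2-fold lower in HKO. The median log2 ratio over all of these genes was −0.02. The counts of changed genes moved most when the CPM minimum was lowered to 1, to 223 higher and 166 lower among 11730 genes. Among genes with a mean CPM of at least 50, the highest ratios were those of Oat (ENSMUSG00000030934), Mt1, Igkc, Hbb-bs and Hba-a1. Oat, an enzyme of ornithine metabolism, had 100.3 CPM in WT and 393 CPM in HKO, a ratio of 3.92 (3.79 to 4.06). The ratio of Mt1 was 3.76 (3.67 to 3.84). Igkc, an immunoglobulin gene, had a ratio of 3.68, but 1 barcode held 52.0% of its WT UMIs and another 75.4% of its HKO UMIs. Without the highest barcode of each library its ratio was 1.88 (1.69 to 2.10). The hemoglobin genes Hbb-bs and Hba-a1 had ratios of 3.61 and 3.45. Hbb-bs was detected in 340 of 1932 WT and 326 of 3766 HKO barcodes, and 5 WT barcodes held 11337 of its 18048 UMIs. With at least 1000 UMIs, a separate cluster led by hemoglobin genes held 23 WT and 57 HKO barcodes. The Hbb-bs ratio of hepatocyte-like barcodes was then 6.15. With at least 5000 UMIs in both libraries, an alternative chosen after the data had been seen, the ratios of Hbb-bs and Hba-a1 reversed to 0.111 and 0.0671. The lowest ratios were those of Srebf1 (ENSMUSG00000020538), Fasn, Rgs16, Tubb2a and Gdf15. Srebf1 had 154 CPM in WT and 32.4 CPM in HKO, a ratio of 0.211 (0.196 to 0.226). Fasn had a ratio of 0.268 (0.248 to 0.288), Rgs16 of 0.318, Tubb2a of 0.319 and Gdf15 of 0.343.

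The targets of miR-33 were examined next, since repressed targets would rise once the microRNA is removed. Of the 7 bona fide targets, 5 reached a mean CPM of 10, and all 5 were higher in HKO, with a median log2 ratio of 0.20 (0.10 to 1.68). This median was higher than those of 86.6% of the random lists. Abca1 (chromosome 4, 53030787 to 53159895), a cholesterol transporter, had 195 CPM in WT and 209 CPM in HKO, a ratio of 1.07 (1.04 to 1.11). This ratio reversed to 0.855 when barcodes were thinned to 1000 UMIs. Crot (chromosome 5, 8966033 to 8997324) had 973 and 1096 CPM, a ratio of 1.13 (1.11 to 1.14), which reversed to 0.910 without a depth minimum. Cpt1a (chromosome 19, 3322334 to 3385733) had 223 and 308 CPM, a ratio of 1.38 (1.34 to 1.42). Cyp7a1 had 19.7 and 63.2 CPM, a ratio of 3.21 (2.97 to 3.48). The ratio of Ppargc1a was 1.15, and it reversed to 0.991 when barcodes were weighted equally. Prkaa1 and Abcg1 were under the CPM minimum, with ratios of 1.14 and 1.51. A further list held 12 predicted targets that the study named as examples from a longer set raised in bulk livers at an earlier stage. The full set was not available here, so these values describe the named examples only. Of the 12 genes, 11 were measured. Its median log2 ratio was −0.13 (−0.52 to 0.13), with 4 genes higher and 7 lower, at percentile 10.3 of the random lists.

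Genes with a miR-33-5p seed match in the 3'UTR gave a comparison over all of expression. In hepatocyte-like barcodes the median log2 ratio of 1141 such genes was 0.01 above that of 5776 genes without a match (−0.01 to 0.03). This was at percentile 88.8 of lists matched on expression, and 48 of the 100 control 7mers gave a difference at least as high. With only 8mer and 7mer-m8 matches, 524 genes had a difference of 0.00. The difference moved most when barcodes were thinned to 1000 UMIs, to −0.052. It was −0.046 when barcodes were weighted equally and 0.054 without a depth minimum.

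Lists of metabolic genes followed from the study's question on lipid handling. The list of fatty acid synthesis had a median log2 ratio of −0.36 (−1.39 to 0.13), with 3 of 14 genes higher and 11 lower, at percentile 0.06 of the random lists. The alternative that moved it most, barcodes weighted equally, gave −0.55. Besides Srebf1 and Fasn, Acaca (ratio 0.435) and Thrsp (0.381) were lower, while Scd1 was higher, with 3456 CPM in WT and 5487 CPM in HKO (ratio 1.59). Fatty acid uptake and lipid droplets had a median of −0.38 (−0.53 to 0.24), with 3 of 11 genes higher and 8 lower, at percentile 0.23. When barcodes were thinned to 1000 UMIs this median was −0.07. Fatty acid oxidation had a median of −0.06 (−0.16 to 0.11), with 9 of 20 genes higher and 11 lower, at percentile 29.3. Its sign changed to 0.08 when barcodes were weighted equally. Cholesterol synthesis had a median of −0.12 (−0.41 to 0.25, 15 genes, percentile 13.1). Bile acid metabolism had a median of −0.19 (−0.65 to 0.35, 10 genes, percentile 6.17).

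In this assay the study described lower unfolded protein response and protein translation in HKO hepatocytes, and higher EIF2 signaling. In whole livers at this stage it saw only partial regulation of ATF4 and of the kinase PERK. It judged the part of miR-33 in endoplasmic reticulum stress to be limited. The unfolded protein response list showed the lowest median of the 21 lists in hepatocyte-like barcodes. All of its 25 measured genes were lower in HKO, with a median log2 ratio of −0.70 (−0.98 to −0.43), at percentile 0 of the random lists. Hspa5 had 744 CPM in WT and 399 CPM in HKO, a ratio of 0.536 (0.524 to 0.548). Pdia6 had a ratio of 0.371 (0.353 to 0.390) and Sdf2l1 of 0.272 (0.230 to 0.320). Over the 12 alternatives the median of this list ranged from −0.91 to −0.65. The same list had medians of −0.68 and −0.92 in T and NK-like and in endothelial-like barcodes. Cytosolic ribosomal proteins had the highest median of these lists, 0.36 (0.31 to 0.40), with 79 of 82 genes higher and 3 lower, at percentile 100. Their medians in T and NK-like and in endothelial-like barcodes were 0.59 and 0.44, and in barcodes of free RNA depth −0.016.

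Mitochondrial genes were compared because the study examined mitochondrial content. Mitochondrially encoded proteins had a median of 0.11 (0.03 to 0.34), with 11 of 13 genes higher and 2 lower, at percentile 80.1. It reversed to −0.11 when barcodes were thinned to 1000 UMIs or weighted equally. Nuclear subunits of oxidative phosphorylation had a median of 0.09 (0.04 to 0.18), with 53 of 76 genes higher and 23 lower, at percentile 96.5, and reversed to −0.07 without a depth minimum. Mitochondrial biogenesis and dynamics had a median of −0.02 (−0.13 to 0.20, 8 genes) and the AMPK pathway of −0.02 (−0.31 to 0.23, 11 genes). The antioxidant list had a median of −0.05 (−0.19 to 0.20, 13 genes). Each of these last 3 medians changed sign under at least 1 alternative.

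Of the remaining lists in hepatocyte-like barcodes, fibrogenic genes had a median of −0.56 (−1.15 to −0.16), with 5 of 5 genes lower, at percentile 0.10. The immediate early and dissociation response had a median of −0.56 (−0.89 to −0.05), with 2 of 13 genes higher and 11 lower, at percentile 0. Jun belongs to both of these lists and Ccn1 also to the YAP/TAZ list, so their medians are not independent. Both medians of −0.56 are the value of the same shared gene, so neither adds to the other. Cytochrome P450 genes had a median of −0.16 (−0.35 to −0.01, 37 genes, percentile 0.55). Pericentral genes had a median of 0.27 (−0.37 to 1.56, percentile 99.3), with 6 of 9 genes higher and 3 lower. Among the higher genes, Glul had a ratio of 2.24 and Slc1a2 of 2.95. Periportal genes had a median of −0.00 (−0.41 to 0.29, 11 genes), acute phase genes of 0.13 (−0.40 to 0.37, 15 genes, percentile 92.7) and the YAP/TAZ pathway of −0.05 (−1.15 to 0.21, 6 genes).

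**Figure D2:**
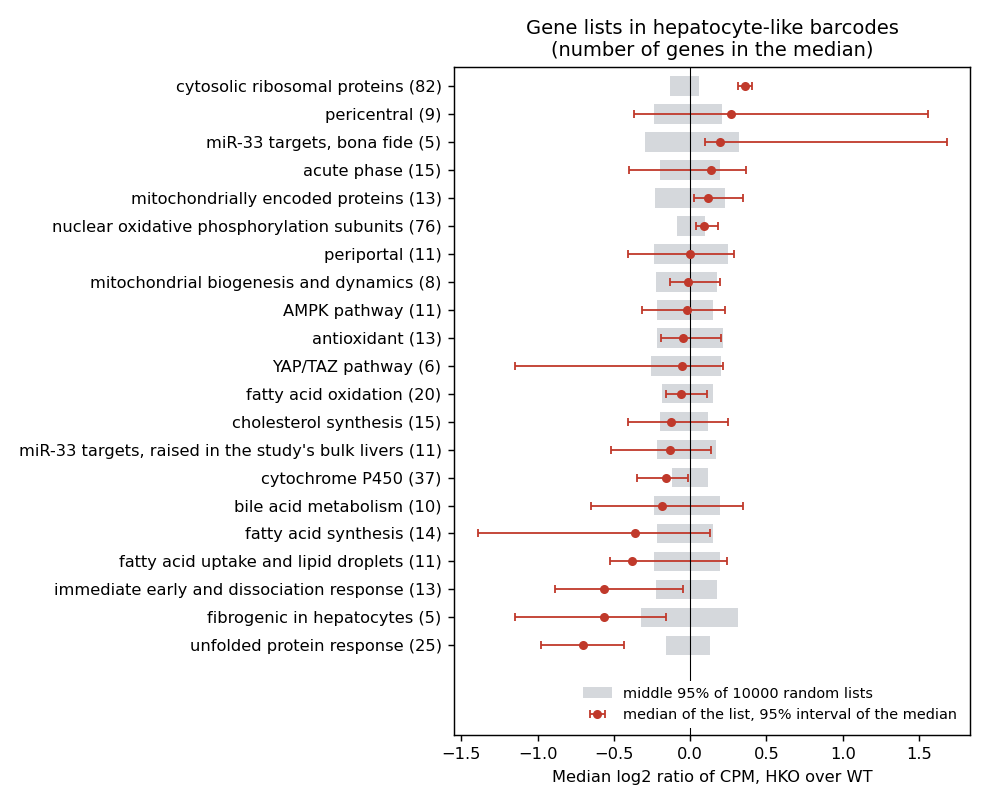
Median log2 ratio of CPM, HKO over WT (horizontal axis), for 21 gene lists in hepatocyte-like barcodes (vertical axis, number of genes in parentheses). Red points with bars are medians with 95% intervals of the median (the full range for the shortest lists), and grey bars span the middle 95% of 10000 random lists matched on expression. The unfolded protein response (−0.70) lay below its grey bar and cytosolic ribosomal proteins (0.36) above it.

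The study also asked whether targets of miR-33 change in cells where the microRNA was not deleted. In T and NK-like barcodes Abca1 had 105 WT and 147 HKO UMIs, a ratio of 0.985 (0.761 to 1.28), which lay between 1.04 and 1.09 under its 3 alternatives. In endothelial-like barcodes its ratio was 1.51 (1.18 to 1.96), in B and plasma-like barcodes 1.47 (1.02 to 2.16), in mixed macrophage and stellate barcodes 1.10 (0.936 to 1.29), and in monocyte and dendritic-like barcodes 0.686 (0.446 to 1.05). The ratio of Cpt1a ranged from 0.893 to 1.30 over these 5 classes, with every interval including 1. The ratio of Crot ranged from 0.374 to 0.717. Free RNA set a limit to several of these values. The hepatocyte RNA in T and NK-like barcodes, scaled by Alb, came to 110 WT and 114 HKO UMIs of Abca1, so that none of its WT UMIs stood above this background. For Cpt1a it came to 126 and 168 UMIs, where 123 and 195 were counted. Crot had 799 WT and 610 HKO UMIs in this class, and the scaled RNA came to 550 and 599. With that RNA subtracted, the ratio of Crot was 0.0234. The subtracted profile is that of hepatocyte-like barcodes, where Crot was higher in HKO. Over all RNA of each library, Crot had 1121 CPM in WT and 845 CPM in HKO. The Crot background may thus depend on the profile, and that of barcodes of free RNA depth was not tried for single genes. In mixed macrophage and stellate barcodes Crot had 147 and 130 UMIs, against 148 and 130 in the scaled RNA. Its HKO UMIs did not exceed the scaled RNA in B and plasma-like (112 against 151), endothelial-like (128 against 142) and monocyte and dendritic-like barcodes (97 against 120) either. Abca1 did stand above the scaled RNA outside T and NK-like barcodes. With that RNA subtracted, its ratio was 1.63 in endothelial-like and 1.68 in B and plasma-like barcodes. It was 0.955 in mixed macrophage and stellate and 0.512 in monocyte and dendritic-like barcodes. The values of 1.63 and 1.68 argue against free RNA with the hepatocyte-like profile as the source of the higher Abca1 ratios in those classes.

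**Figure D3:**
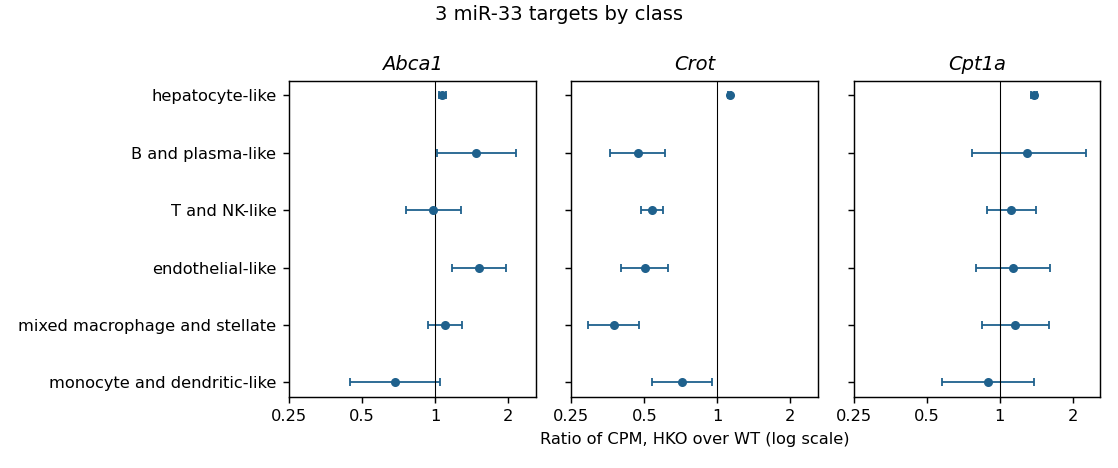
Ratio of CPM, HKO over WT (horizontal axis, log scale), of Abca1, Crot and Cpt1a in hepatocyte-like barcodes and in 5 other classes with at least 20 barcodes in each library (vertical axis). Points are ratios and bars are exact 95% intervals for counting error. Crot lay at 1.13 in hepatocyte-like barcodes and between 0.374 and 0.717 in the other classes.

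Seed-match genes were also compared in both non-hepatocyte classes with at least 50 barcodes in each library. In T and NK-like barcodes 1720 such genes had a median log2 ratio 0.09 above that of the other genes (0.06 to 0.12), at percentile 100 of lists matched on expression, and 38 of the 100 control 7mers gave a difference at least as high. In endothelial-like barcodes the difference was 0.12 (0.08 to 0.16) over 1525 genes, also at percentile 100, with 21 of the 100 control 7mers at least as high. The median difference of the control 7mers was 0.085 in T and NK-like and 0.094 in endothelial-like barcodes. Lists matched on 3'UTR length were not tried in these classes, so percentile 100 does not single out miR-33 matches. Single genes at the extremes were often decided by 1 barcode. In T and NK-like barcodes the highest ratio was 48.5 (8.42 to 1944) for Ccl1, with all 69 HKO UMIs in 1 barcode, followed by 5.86 (2.51 to 16.7) for Gm15886. The lowest were 0.020 for Hbb-bs and 0.021 for Hba-a1, where 1 WT barcode held 1888 of 1900 and 764 of 769 UMIs. Without the highest barcode of each library these ratios reversed to 3.03 (1.60 to 6.25) and 3.08 (1.14 to 10.4). In endothelial-like barcodes the highest ratios were 3.05 (1.92 to 5.00) for Sntg1 and 3.05 (1.74 to 5.62) for Armh3. The lowest were 0.145 (0.0596 to 0.307) for Cyp2c70 and 0.166 (0.0756 to 0.327) for Ppp1r3b. Hepatocyte RNA scaled by Alb came to 35.8% of the WT and 24.5% of the HKO UMIs of endothelial-like barcodes. It was not subtracted for these genes, so unequal free RNA as the source of the low ratios stays open.

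Activation of stellate cells and macrophages was compared last, since the study asked about fibrosis and inflammation. In the main clustering 4 WT and 21 HKO barcodes were stellate-like without markers of another class. This number rested on the settings, with 44 and 77 such barcodes at Leiden resolution 0.5, 29 and 73 at resolution 2.0, and 48 and 82 with doublets kept. In the 4 WT and 21 HKO barcodes the activation list had a median log2 ratio of 1.04 (0.09 to 2.52, 7 genes), with Col1a1 at 0 UMIs in WT entered at its bound, and the quiescence list had a median of 0.71 (−0.43 to 1.23, 4 genes). With doublets kept the medians were 0.53 (10 genes) and 0.90 (5 genes). With at least 30 counts they were 1.04 and 0.053. When the clusters of mixed stellate markers were added, a choice made after the data had been seen, the activation median reversed to −0.53 (−1.29 to 0.32, 10 genes), and the quiescence median was 0.39 (0.07 to 1.01, 6 genes). In the 17 WT and 91 HKO macrophage-like barcodes the inflammatory list had a median of 0.50 (0.11 to 0.81), with 9 of 10 genes higher and Ccl2 lower, at a ratio of 0.203 (0.151 to 0.273). Ly6c2 of this list, with 0 UMIs in WT and 49 in HKO, was entered at its bound. The anti-inflammatory list had a median of 0.09 (−0.52 to 0.24, 7 genes), and its sign changed to −0.04 with at most 25% mitochondrial UMIs.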

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

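For hepatocyte-like barcodes, no depth minimum and at least 5000 UMIs in both libraries were alternatives chosen only after the data had been seen. The subtraction of a free RNA profile at its commonest depth was also chosen then. So were the addition of mixed clusters to the stellate class and shares without barcodes of free RNA depth. All other alternatives were set beforehand. No paired analysis was possible because each genotype had 1 library, and for the same reason replicates were not left out in turn. The planned subtraction of the RNA of barcodes under 500 UMIs was not run, since there were 0 such barcodes. Unless another reason is given, the cause of a change was not tested.

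Of 454 recomputed values of the 60 results that answer a comparison, 390 stayed within the interval of the reported value (or within 1.5 times a count of genes), 58 moved beyond it and 6 reversed. For 30 of these results every alternative stayed within it. A value was counted as reversed only where the interval of the reported value excluded no change. Other changes of sign were counted as within or beyond the interval.

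In hepatocyte-like barcodes the direction held under all 12 alternatives for the bona fide targets (medians from 0.12 to 0.40), the named examples of targets raised in bulk livers (−0.38 to −0.06), fatty acid synthesis (−0.55 to −0.29), fatty acid uptake and lipid droplets (−0.42 to −0.07), cholesterol synthesis (−0.22 to −0.08), bile acid metabolism (−0.43 to −0.15), the unfolded protein response (−0.91 to −0.65), fibrogenic genes (−0.76 to −0.47), the immediate early list (−0.61 to −0.33), cytochrome P450 (−0.23 to −0.10), the acute phase (0.04 to 0.17), pericentral genes (0.10 to 0.44) and ribosomal proteins (0.24 to 0.51). The remaining lists changed sign at least once. Fatty acid oxidation ranged from −0.23 to 0.08, the antioxidant list from −0.25 to 0.11, the AMPK pathway from −0.17 to 0.23, the YAP/TAZ pathway from −1.15 to 0.06, periportal genes from −0.12 to 0.08 and mitochondrial biogenesis and dynamics from −0.15 to 0.04. The ratio of Srebf2 stayed between 0.801 and 0.880 under its 5 alternatives. TMM factors moved the median of all genes to −0.06, and no list left its interval under them or under scaling without mitochondrially encoded genes.

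Thinning to 1000 UMIs gave medians of 0.51 for ribosomal proteins, 0.36 for nuclear subunits of oxidative phosphorylation and −0.15 for mitochondrial biogenesis and dynamics, and reversed the mitochondrially encoded list to −0.11. It gave a seed-match difference of −0.052, with 86 genes higher and 117 lower. Equal weight for barcodes gave 0.50 for ribosomal proteins, 0.36 for nuclear subunits, −0.11 for the mitochondrially encoded list, again reversed, and a seed-match difference of −0.046. Both alternatives give shallow barcodes more weight, by construction. A CPM minimum of 1 gave 223 genes higher and 166 lower, and a minimum of 50 gave 17 and 32, since the number of genes tested changed to 11730 and 2634.

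Without a depth minimum the medians were −0.23 for fatty acid oxidation, 0.24 for ribosomal proteins, 0.67 for the mitochondrially encoded list, −0.15 for mitochondrial biogenesis and dynamics and −0.25 for the antioxidant list. Nuclear subunits reversed to −0.071, and the seed-match difference was 0.054. With at least 5000 UMIs in both libraries nuclear subunits had 0.028 and the seed-match difference was 0.035. Subtraction of the free RNA profile gave 0.41 for ribosomal proteins. The mixed clusters reversed stellate activation from 1.04 to −0.53, where the class without them held 4 WT barcodes.

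Among single genes in hepatocyte-like barcodes, Abca1 reversed to 0.855 after thinning and to 0.921 with equal weights, Ppargc1a reversed to 0.991 with equal weights and Crot reversed to 0.910 without a depth minimum. With at least 5000 UMIs in both libraries, Hbb-bs reversed to 0.111 and Hba-a1 to 0.0671. Of 200 recomputed values for 25 single genes, 127 stayed within the counting interval, 67 moved beyond it and these 6 reversed.

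In the other classes, the hepatocyte profile was subtracted until Alb reached 0. This moved Cpt1a to 1.79 in mixed macrophage and stellate and 0.551 in monocyte and dendritic-like barcodes. Cpt1a moved to 8.22 in B and plasma-like barcodes, where 21 WT UMIs were counted against 20.6 in the scaled RNA. Crot moved to 0.0234 in T and NK-like barcodes, where 610 HKO UMIs were counted against 599. These last values rest on almost no remaining UMIs in 1 library, so their size is not settled.

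Depth per barcode moved beyond its narrow interval under each filter. With every deposited barcode the medians were 2658 UMIs and 1210 genes in WT and 1130 and 530 in HKO. With at least 1000 UMIs they were 2632 and 1204 in WT and 1735 and 842 in HKO. With at most 25% mitochondrial UMIs they were 2613 and 1198 in WT and 1059 and 571 in HKO. The HKO medians stayed below the WT medians in each case.

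Ratios of class shares depended on how many barcodes of free RNA depth were counted, and that of hepatocyte-like barcodes also on the depth minimums. At least 1000 UMIs, which removes such barcodes mainly from HKO, gave ratios of 11.4 for B and plasma-like, 8.34 for T and NK-like, 4.54 for endothelial-like, 4.68 for hepatocyte-like, 9.57 for mixed macrophage and stellate and 6.91 for monocyte and dendritic-like barcodes, and 0.487 for free RNA depth. At most 25% mitochondrial UMIs gave 3.34 for hepatocyte-like barcodes. With doublets kept, the ratios were 6.28 for T and NK-like and 3.17 for hepatocyte-like barcodes. Leiden resolution 0.5 gave 2.54 for stellate-like barcodes. As shares of barcodes that were not of free RNA depth, endothelial-like (0.900) and hepatocyte-like barcodes (0.884) reversed. The interval of the endothelial-like ratio (0.669 to 1.22) included 1. The other ratios fell to 2.29 for B and plasma-like, 1.54 for T and NK-like, 1.55 for cholangiocyte-like, 2.43 for macrophage-like, 1.81 for mixed endothelial and stellate, 1.76 for mixed macrophage and stellate, 1.30 for monocyte and dendritic-like, 2.72 for neutrophil-like and 2.38 for stellate-like barcodes.

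The small classes gave the least support. Cholangiocyte-like barcodes numbered 7 and neutrophil-like barcodes 3 to 5 in WT under all settings. Stellate-like barcodes in WT depended on the clustering: 4 in the main run and with at least 1000 UMIs, 6 with at most 25% mitochondrial UMIs, 29 at Leiden resolution 2.0, 44 at resolution 0.5 and 48 with doublets kept. Ratios in these classes rest on few UMIs, and the lists of cholangiocyte-like and neutrophil-like barcodes were not analysed here.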

Other observations

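The tests of the immediate early list against other classes, of the lists in droplets of free RNA depth, of the 10th percentile of the mitochondrial share, of stellate markers in droplets with macrophage markers, and the subtraction of the free RNA depth profile for the ribosomal and unfolded protein response lists were chosen only after results had been seen, and the others were set out before. Each pattern was found and tested in the same 2 libraries, so every explanation here is a hypothesis.

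Barcodes around the commonest depth of each library may be droplets that hold free RNA and no cell. In WT these formed a narrow band, while in HKO the commonest depth of 813 UMIs lay next to the lowest deposited depth of 770 UMIs, so it need not be a peak of its own. Droplets without a cell would be draws from 1 common profile. For 200 abundant hepatocyte genes, the median variance between barcodes within 25% of the commonest depth was 1.10 times that of sampling in WT and 1.09 times in HKO. Hepatocyte-like barcodes thinned to the same depth gave 1.68 in WT and 1.30 in HKO. Barcodes around the commonest depth were thus closer to pure sampling than the deeper barcodes in both libraries. Whether some of them hold shallow cells was not tested.

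The lists with the highest and lowest medians in hepatocyte-like barcodes were set against other classes, to test for a difference between the libraries that all classes share. Such a difference could come from preparation or sequencing as well as from the genotype. The ribosomal protein list, at 0.36 in hepatocyte-like barcodes, had medians of 0.59 in T and NK-like and 0.44 in endothelial-like barcodes. A difference shared by these cell classes would give these values. In barcodes of free RNA depth the median was −0.016 (−0.094 to 0.047), with 38 genes higher and 45 lower, which argues against a difference alike in all droplets, as sequencing might cause, as the whole explanation. A difference of preparation that reached only the cells stays open. The unfolded protein response list, at −0.70 in hepatocyte-like barcodes, had a median of −0.92 in endothelial-like barcodes, as a shared difference would give. It was −0.81 (−1.09 to −0.56) in barcodes of free RNA depth, as a difference alike in all droplets would give, and so would RNA released by hepatocytes. In T and NK-like barcodes it was −0.68 before free RNA was taken into account, and with free RNA subtracted a shared difference and none cannot be told apart there. The mitochondrially encoded list, at 0.11 in hepatocyte-like barcodes, was −0.61 in T and NK-like, −0.26 in endothelial-like and 1.44 in free RNA depth barcodes. A shared difference and none cannot be told apart for it, because unequal free RNA may set the values of the other classes (below). The median of all genes was 0.06 in T and NK-like, 0.05 in endothelial-like and −0.115 in free RNA depth barcodes. In the last class the ribosomal interval (−0.094 to 0.047) lay above this median, but below the ribosomal medians of the cell classes. A response of every cell class to the state of the liver remains open and was not tested.

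Free RNA of hepatocytes in the other droplets could produce the same shared pattern. Subtracting the hepatocyte-like profile until Alb was 0 removed 45.3% of the T and NK-like UMIs in WT and 29.4% in HKO. The profile of the barcodes of free RNA depth was subtracted in the same way. The ribosomal list kept medians of 0.37 and 0.43 (hepatocyte-like and free RNA depth profile) in T and NK-like barcodes and of 0.42 and 0.50 in endothelial-like barcodes. These values argue against free hepatocyte RNA as the whole cause for that list. The unfolded protein response list had −0.26 (−0.83 to −0.01) and 0.019 (−0.19 to 0.14) in T and NK-like barcodes, and −0.92 (−1.12 to −0.52) and −0.61 (−0.91 to −0.40) in endothelial-like barcodes. For this list, free RNA and a change in the cells cannot be told apart in T and NK-like barcodes, because the outcome depends on the profile. The endothelial values argue against free RNA as the whole cause there. The mitochondrially encoded list had −0.875 and −4.21 in T and NK-like barcodes, where 12 and 5 of its 13 genes fell to 0 in a library, and −0.14 (−0.57 to 0.07) and −1.18 (−1.51 to −0.76) in endothelial-like barcodes. For it, too, free RNA and a change in the cells cannot be told apart, because the profiles disagree or leave no counts.

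The immediate early list, at −0.56 in hepatocyte-like barcodes, was tested in the same way. Its median was −0.24 (−0.74 to 0.34) in T and NK-like barcodes, too wide to decide, 0.37 (−0.01 to 0.55) in endothelial-like barcodes and −0.53 (−0.90 to 0.02) in barcodes of free RNA depth. With the hepatocyte-like and the free RNA depth profile subtracted it was 0.19 and 0.20 in T and NK-like barcodes, and 0.27 (0.05 to 0.63) and 0.24 (0.03 to 0.57) in endothelial-like barcodes. Free RNA and a change in the cells cannot be told apart in T and NK-like barcodes, because the intervals are wide. The endothelial values argue against free RNA as the whole cause there, and against a difference that all classes share. A different response of hepatocytes to tissue dissociation in each pool may still account for the hepatocyte value and was not tested, because the pools differ in both genotype and preparation.

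Without a depth minimum for hepatocyte-like barcodes, 51.4% of their UMIs in WT and 27.9% in HKO came from barcodes of free RNA depth. The log2 ratios without the minimum were compared across 7101 genes, which are not independent replicates. Their Spearman's rho was 0.770 with the ratios of barcodes within 25% of the commonest depth and 0.768 with those of deep barcodes. Free RNA and cells as the source of these ratios cannot be told apart, because the pooled ratios contain both.

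Genes with miR-33 seed matches had a median 3'UTR of 2450 bases, against 797 for genes without a match. Matched on expression alone, their median in hepatocyte-like barcodes was at percentile 88.8 of random lists, and matched also on 3'UTR length it was at percentile 57.1. A dependence of the ratios on 3'UTR length may thus account for the small difference seen.

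In the mixed macrophage and stellate class, droplets may have caught 2 separate cells by chance. Of 33 WT droplets with at least 4 stellate markers, 54.5% (36.4 to 71.9) also had at least 4 macrophage markers, and of 107 HKO droplets 55.1% (45.2 to 64.8). Of the droplets with at least 4 T cell markers, 0.901% in WT and 3.80% in HKO did so. Of the droplets with at least 4 endothelial markers, 22.8% (15.02 to 32.2) in WT and 37.1% (31.4 to 43.2) in HKO did so. With doublets kept, the shares were 48.6% and 51.7% for stellate, 1.69% and 4.01% for T cell and 17.7% and 32.3% for endothelial markers. Chance capture would pair macrophages about equally often with each of these cells, so the unequal shares argue against it as the whole source. Part of the pairs may still be due to chance, since the share expected by chance is not settled by the T cell markers alone. Cells that adhere to each other, and expression of both marker sets by 1 cell, stay open and were not tested.

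Oat, Glul and Slc1a2, which mark the hepatocytes around the central vein, were all higher in HKO. A candidate explanation is a larger share of Glul-positive hepatocytes in the HKO library. Hepatocyte-like barcodes were thinned to 5000 UMIs, which left out 2099 HKO barcodes as too shallow and 0 WT barcodes. Of the remaining 1932 WT and 1667 HKO barcodes, the deeper part of the HKO class, 30.1% and 20.1% had a Glul UMI. Unthinned, 50.2% of the WT and 25.5% of the HKO T and NK-like barcodes had one, at median depths of 5522 and 2194 UMIs. The shares of all hepatocyte-like barcodes were 59.7% and 31.6% at medians of 20161 and 4183 UMIs, so a single Glul UMI is mostly background. With at least 3 Glul UMIs the shares of the thinned barcodes were 3.52% (2.74 to 4.44) in WT and 5.94% (4.85 to 7.18) in HKO. In thinned barcodes without Glul, the log2 ratio of Oat was 1.01, against 1.99 in all thinned barcodes. At Leiden resolution 2.0, a cluster led by Oat, Glul and Slc1a2 held 14 WT and 76 HKO barcodes. At that setting there were 1920 WT and 3733 HKO hepatocyte-like barcodes. A larger share would give this, but a rise of these genes could also place barcodes in that cluster. A larger share of these cells and a rise within other cells cannot be told apart, since the shallow HKO barcodes were left out and free RNA carries Glul into T and NK-like barcodes as well.

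In barcodes of free RNA depth, 11.5% of the HKO UMIs (11.4 to 11.5) came from mitochondrially encoded genes, against 4.07% (4.07 to 4.08) of the WT UMIs, a log2 ratio of 1.49. Over single barcodes the medians were 4.42% in HKO and 2.81% in WT, while 10% of the HKO barcodes were above 32.9% and 10% of the WT barcodes above 8.20%. The 10th percentile was 0.933% (0.896 to 0.966) in HKO and 1.39% (1.37 to 1.40) in WT, which argues against a share raised alike in all droplets. A candidate explanation is a subset of droplets with the remains of damaged cells, which keep mitochondria after the cytoplasm is lost. Without the droplets above 15% mitochondrial, 28.4% in HKO and 0.331% in WT, the log2 ratio was −0.086. This cut acts on the share that differs, so it leaves the source of these droplets open, and damaged cells and other sources cannot be told apart. A difference in the handling of the suspensions, in the choice of barcodes and between the genotypes all stay open, because each genotype was prepared as 1 pool.

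Ddx3y, a gene on the Y chromosome, had 10650 UMIs in the WT and 3987 in the HKO library, and Xist, which is expressed from an inactive X chromosome, had 15 and 16. Alb made up 3.39% of the WT and 2.35% of the HKO UMIs.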
